A study of Mus musculus with 10 samples. Its data were reported in "Skatole Alleviates Osteoarthritis by Reprogramming Macrophage Polarization and Protecting Chondrocytes" (2025).

How the data were processed

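RAW264.7 cells, a mouse macrophage-like line from a tumour induced by the Abelson leukaemia virus, were treated for 12 h with the solvent DMSO, with DMSO and lipopolysaccharide (LPS, a bacterial cell-wall component that activates macrophages), or with LPS and skatole (a product of gut bacteria made from tryptophan). Binding of p65, a subunit of the transcription factor NF-κB, was mapped by CUT&Tag. In this assay an antibody directs a transposase to the bound protein, and the DNA fragments that the enzyme releases are sequenced. Each library was made from 200000 cells. The labels name a p65 antibody, while the methods of the study name an antibody against phosphorylated p65, so which form was captured was left open. The series has 10 samples. Of these, 9 have a peak list (3 DMSO, 3 LPS and 3 LPS+Skatole) and 1 is a Blank sample made without primary antibody, which was not analysed here, so no value below is corrected for binding without antibody.

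The authors called peaks in each library separately and deposited a list per library in narrowPeak format. The caller, its version, the aligner, the genome build, the treatment of duplicate reads and the use of a control were not stated. Each row of the deposited lists gives the start, end and summit of a peak, a score, a fold, a −log10 p and a −log10 q. The deposited score was the whole part of 10 times the −log10 p. The fold, a ratio of the summit pileup to the local background, and both −log10 values are the authors' own. The values were used to describe, rank or filter peaks within a list, and the fold and −log10 p also to recover summit counts and backgrounds, which were compared between libraries. The smallest −log10 p lay just above 5 in every list, between 5.0003 and 5.0074, so the lists end at a threshold on p that was the same in each library.

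The lists hold no read counts. The number of fragments at each summit was therefore recovered from the authors' fold and −log10 p, which fix it if the fold is (count + 1)/(background + 1) and p is the upper tail of a Poisson distribution. The recovered summit counts came out whole for 100% of the peaks in all 9 lists. The lowest background in a list, shared by 53.3% to 61.6% of its peaks, was taken as the genome background of that library and used as a measure of its relative depth. Total reads per library were not used here. Recovery was tested on simulated lists and gave back 100% of the simulated counts.

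Peaks on chromosomes 1 to 19, X and Y were used. Peaks of all 9 lists were merged into regions where they overlapped by at least 1 bp. For a pair of groups, a region was lost when all 3 libraries of the reference group and 0 of the other group had a peak in it, and gained in the opposite case. These are calls of presence or absence, and a peak that falls just under the threshold counts as absent. In a simulation of 20350 regions with 200 planted losses and 150 planted gains for LPS+Skatole against LPS, 229 losses and 170 gains were found, the surplus coming from chance misses of called peaks.

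Gene positions came from a RefSeq gene table of the mouse assembly GRCm38.p6, with 21887 protein-coding genes on these chromosomes. The lists name no build, so the fit was checked on the data. On average over the libraries, 21.9% of gene ends had a peak within 250 bp, against 6.55% and 6.62% after a shift of 10000 bp down or up, and on each of the 20 chromosomes other than Y the share was at least 2.81 times the shifted one. Coordinates below are those of the deposited peaks, 1-based, and no coordinate from the gene table is given. The table has no strand, exons or untranslated regions. The planned promoter window around the transcription start was therefore replaced by a window of 3 kb around either end of a protein-coding gene (called the gene end below), and summits outside it were assigned to the gene body or to intergenic sequence. The planned search for κB motifs needs the genome sequence and was not run.

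Group values are given as mean ± SD. Pairs of groups were compared with exact two-sided permutation tests, for which 3 libraries against 3 cannot give a p-value under 0.1. The 3 groups were compared jointly with exact permutation tests over all 280 divisions of the 9 libraries into groups of 3, one-sided by construction, for which the smallest p-value is 0.00357. Under simulated data with no effect, 3.6% of 1000 such tests gave a p-value under 0.05. Similarity between libraries was the Jaccard index, the covered bases in common divided by the bases covered in either library. Counts of lost and gained regions were compared with those from all 10 splits of the same 6 libraries. Overlap of region sets with gene lists was tested with two-sided Fisher's exact tests and Benjamini-Hochberg adjustment, with the genes that had a peak in any library as background.

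The gene lists (60 inflammatory, 81 oxidative phosphorylation and 51 glutathione genes, all matched to the gene table) and the named genes were fixed before the data were examined. The named genes were Il1b, Gstp1 and Ndufa3 and 22 others that the study names for the same pathways. For regions, the rule was to name the 5 lost and the 5 gained regions of LPS+Skatole against LPS with the highest mean percentile of −log10 p within the lists that have the peak.

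Alternatives fixed at that stage were a −log10 q of at least 5, lists of equal length (the 37551 peaks with the highest −log10 p of each list), covered length, all sequences, a replicate block, a Jaccard index over regions, overlap of 50% of a peak or region, regions from summits with 100 bp either side, at least 2 of 3 libraries, a window of 1 kb, gene bodies, and leaving out each replicate. Alternatives added after seeing the data were thinning of the summit counts to the background of the shallowest library with peaks kept at a −log10 p of at least 5, a summit count of at least 8 times the genome background, peaks found again in at least 2 of the 3 libraries of the group, peaks covering at least 50% of a region, and lists of equal length for the comparison with a left-out LPS library. In simulations, thinning gave 98.8% of the calls made directly from 200000 sites at the lower depth. Each simulated site had 1 position, so the choice of a summit among positions was not tested. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.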

Results

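To ask how LPS and skatole changed the genomic occupancy of p65, peak lists of 9 CUT&Tag libraries were compared, 3 each from RAW264.7 macrophages treated with DMSO, LPS or LPS+Skatole. The lists held 37551, 43450 and 40951 peaks in the DMSO libraries, 55637, 58109 and 63498 in the LPS libraries, and 78658, 78136 and 80153 in the LPS+Skatole libraries. Depth was read from the genome background, in fragments per position. It was 1.09, 1.40 and 1.36 in the DMSO libraries, 2.29, 2.23 and 2.34 in the LPS libraries, and 2.34, 2.26 and 2.39 in the LPS+Skatole libraries. The mean background was 1.78 times higher in LPS than in DMSO libraries with no overlap (exact permutation test, p = 0.1, the smallest possible). Between LPS+Skatole and LPS libraries the ratio was 1.02 and the values overlapped (exact permutation test, p = 0.5). A peak needed a summit of at least 6.44 to 7.34 times the genome background to be called in a DMSO library, and 4.59 to 4.94 times in the other libraries, so weak sites were less detectable in the DMSO libraries.

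The first comparison asked whether treatment changed the number of p65 peaks. The mean number was 40651 ± 2961 (SD, n = 3) in DMSO, 59081 ± 4020 (SD, n = 3) in LPS and 78982 ± 1047 (SD, n = 3) in LPS+Skatole libraries. LPS exceeded DMSO by 1.45 times, LPS+Skatole exceeded LPS by 1.34 times, and LPS+Skatole exceeded DMSO by 1.94 times. No values overlapped in any of these pairs (exact two-sided permutation tests, p = 0.1 each), and the groups differed jointly (exact permutation test, p = 0.00357, the smallest possible). The LPS to DMSO ratio moved most with thinning to an equal background, an alternative chosen after seeing the data, to 1.12, while the LPS+Skatole to LPS ratio was 1.31 there. The LPS+Skatole to LPS ratio moved most among peaks found again in the group, to 1.19, and the LPS+Skatole to DMSO ratio moved most among peaks with a summit count of at least 8 times the background, to 1.43. No values overlapped between the groups in these settings, which were also chosen after seeing the data. The thinned lists held 38037 ± 836 (SD, n = 3) peaks in DMSO, 42463 ± 2333 (SD, n = 3) in LPS and 55646 ± 495 (SD, n = 3) in LPS+Skatole libraries. The covered length was 29.1 ± 2.55 Mb (SD, n = 3), 43.2 ± 1.84 Mb (SD, n = 3) and 55.6 ± 1.29 Mb (SD, n = 3) in the same order.

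**Figure D1:**
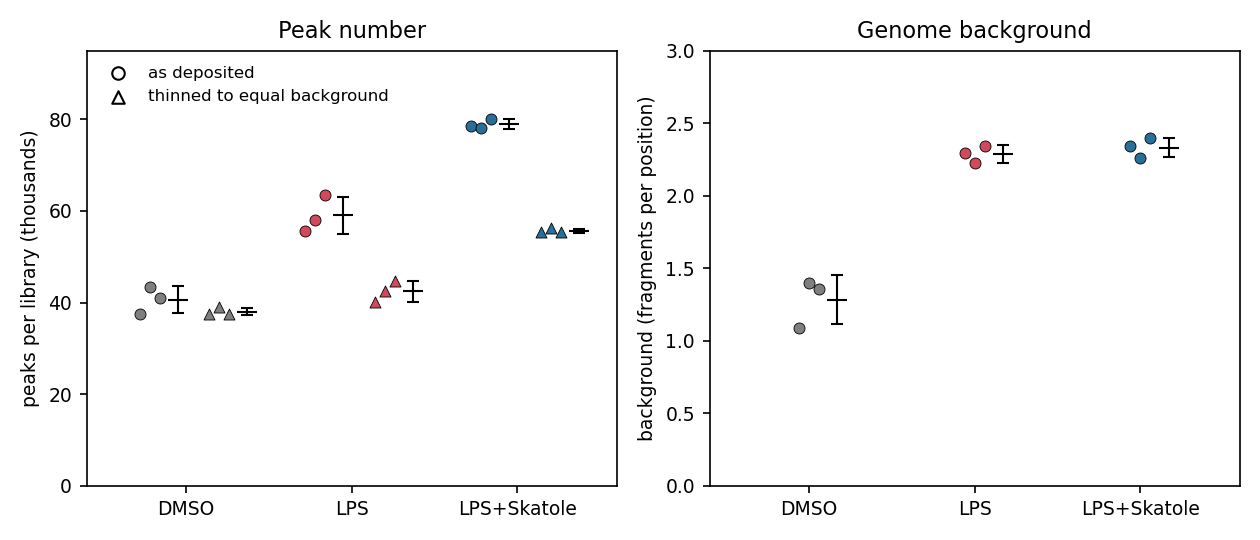
Peaks per library in units of 1000 (left, circles as deposited and triangles after thinning to an equal background) and genome background in fragments per position (right), by group. Each point is a library and the bars are mean ± SD; LPS+Skatole libraries lie above LPS libraries in peak number before and after thinning, by 1.34 and 1.31 times, at backgrounds that overlap.

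The next question was how far libraries of a group shared their peaks. The Jaccard index averaged 0.336 over the 9 pairs from the same group (0.313 to 0.361) and 0.297 over the 27 pairs from different groups (0.246 to 0.328). The difference of 0.0387 was the largest of the 280 divisions (exact permutation test, p = 0.00357). The pairs of LPS libraries averaged 0.356, the pairs of LPS+Skatole libraries averaged 0.316, and pairs with a library from each of these groups averaged 0.320. LPS+Skatole libraries were thus no more alike among themselves than they were to LPS libraries by this index. Merging gave 235070 regions, of which 167590 (71.3%) had a peak in 1 library only and 13824 (5.88%) in all 9. At least 2 of 3 libraries had a peak in 23228 regions for DMSO, 35142 for LPS and 42676 for LPS+Skatole. The LPS and LPS+Skatole sets had 28639 regions in common, which is 81.5% of the LPS set and 67.1% of the LPS+Skatole set. Peaks in regions of 1 library only made up 24.6% ± 1.66 (SD, n = 3) of the DMSO, 27.4% ± 2.33 (SD, n = 3) of the LPS and 37.5% ± 1.07 (SD, n = 3) of the LPS+Skatole lists.

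To test for sites whose occupancy changed, regions called in all libraries of a group and in none of the other were counted. LPS against DMSO gave 2314 gained and 96 lost regions, 2410 in total, against 403 to 554 in the 9 other splits of the 6 libraries. The thinned lists gave 1443 gained and 174 lost regions for this pair. LPS+Skatole against LPS gave 1191 gained and 263 lost regions, 1454 in total, against 743 to 849 in the other splits. Counted one way, the other splits gave 239 to 554 regions, so the number gained lay above that range and the number lost lay within it. The thinned lists gave 1094 gained and 178 lost regions for this pair, against 197 to 437 one way in other splits. The number lost lay under the range there. Lists of equal length gave 561 gained and 341 lost regions against 212 to 290 one way in other splits, so both lay above that range. Of the changed regions, 62.2% were gained there in place of 81.9%. Where the number lost stood against other splits thus depended on the setting, while the number gained lay above them in each of these. Without LPS replicate 1, where 2 of 2 LPS libraries were enough, 1836 regions were gained and 1204 lost. No single region can pass 0.05 with 3 libraries against 3, since the smallest two-sided exact p-value is 0.1.

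**Figure D2:**
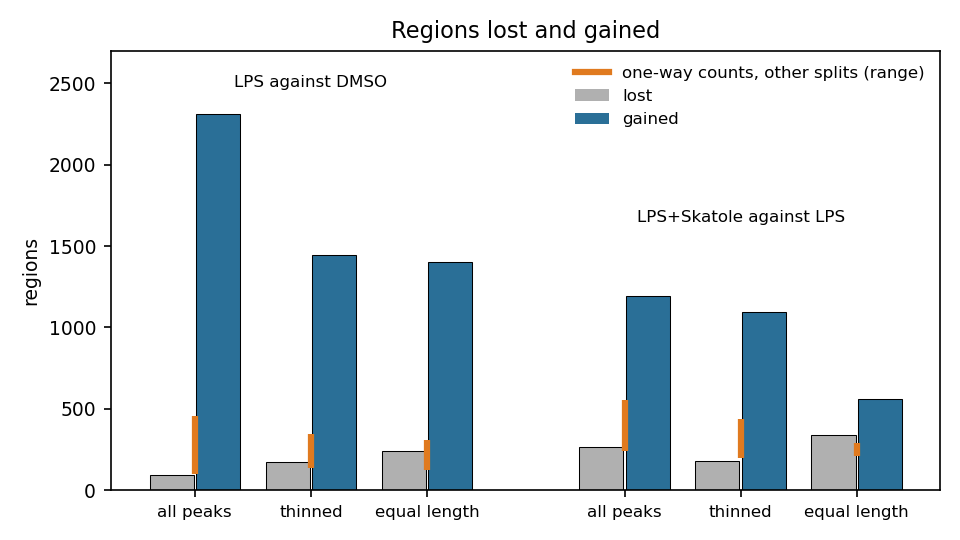
Number of regions lost (grey bars) and gained (blue bars) for LPS against DMSO and LPS+Skatole against LPS, from all peaks, from lists thinned to an equal background, and from lists of equal length. The orange lines give the range of one-way counts in the 9 other splits of the same libraries, which is 239 to 554 for all peaks of LPS+Skatole against LPS, where 1191 regions were gained and 263 lost.

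The changed regions were of middling rank. The lost regions of LPS+Skatole against LPS had a median percentile of 43.7 in the LPS lists, and the gained regions a median percentile of 53.7 in the LPS+Skatole lists. A DMSO peak was present in 102 of the lost (38.8%) and 388 of the gained regions (32.6%). The lost region of highest rank was at chr3:96398874-96399383, outside genes and nearest to BC107364 (34404 bp away), with summit counts of 75, 63 and 77 in the LPS libraries. The other named lost regions overlapped Atp8a1 (chr5:67633374-67634313), Gm39469 (chr9:124273094-124274471), Exosc2 (chr2:31670239-31670768) and Mink1 (chr11:70601254-70602392). The gained region of highest rank was at chr14:75236981-75239631, nearest to Cpb2 (2655 bp away), with summit counts of 47, 72 and 88 in the LPS+Skatole libraries. The other named gained regions overlapped Rbms1 (chr2:60863979-60865395) or were nearest to Plcb2 (chr2:118728970-118729568), Ankrd66 (chr17:43557380-43558427) and Serp2 (chr14:76787547-76788263). Their distances to Plcb2, Ankrd66 and Serp2 were 308, 6098 and 230472 bp, so nearness to Serp2 says little about that gene.

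Whether skatole removed the peaks that LPS had added was examined next. Of the 2314 regions gained in LPS against DMSO, 1271 (54.9%) had a peak in all 3 LPS+Skatole libraries and 161 (6.96%) in none. This comparison uses the LPS libraries for the selection, so a library left out of the selection was used as the reference. Regions called in the other 2 LPS libraries and in no DMSO library had a peak in the left-out LPS library in 52.4% of cases, on average over the 3 selections (50.6% to 55.7%). The same regions had a peak in 59.7% of cases per LPS+Skatole library (59.1% to 60.8% over the selections). The LPS+Skatole lists were 1.34 times as long as the LPS lists. In lists of equal length, the left-out LPS library had a peak in 57.3% of cases (55.9% to 58.1%) and the LPS+Skatole libraries in 57.5% (56.8% to 57.9%), so no loss of LPS-added regions was detectable by this measure.

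The distribution of peaks over genes was then compared. Summits within 3 kb of a gene end made up 34.7% ± 1.07 (SD, n = 3) of DMSO, 29.5% ± 0.719 (SD, n = 3) of LPS and 25.1% ± 0.467 (SD, n = 3) of LPS+Skatole peaks. No values overlapped between groups (joint exact permutation test, p = 0.00357). Positions shifted by 1 Mb gave 11.8%, 12.0% and 11.3%. The intergenic share was 25.9% ± 0.401 (SD, n = 3), 27.8% ± 0.615 (SD, n = 3) and 31.4% ± 0.319 (SD, n = 3) in the same order. The gene-end share depended on the length of the list. In lists of equal length it was 36.2% ± 0.650 (SD, n = 3), 35.0% ± 0.109 (SD, n = 3) and 33.6% ± 0.107 (SD, n = 3), with no overlap (joint exact permutation test, p = 0.00357). Peaks in regions of 1 library only had gene-end shares of 13.1%, 14.1% and 12.0%.

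**Figure D3:**
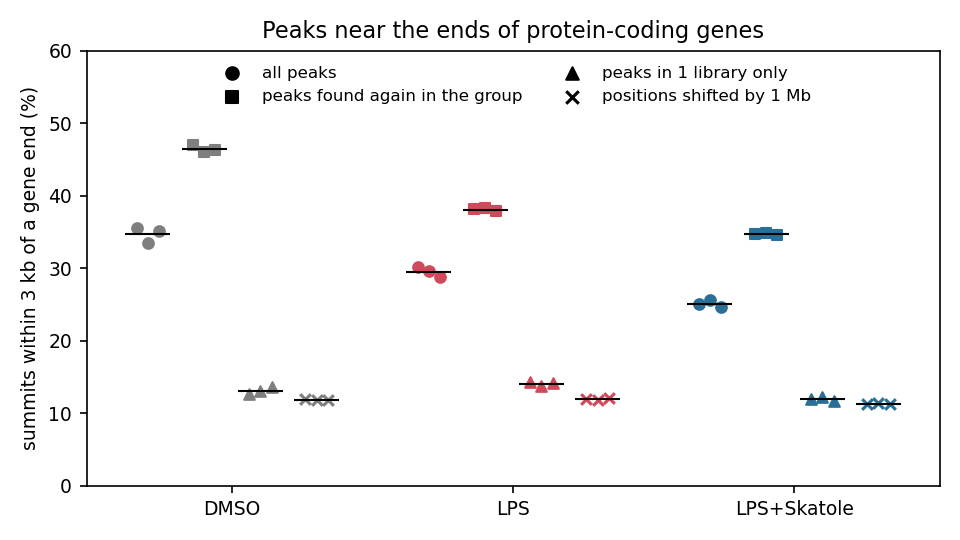
Percent of peak summits within 3 kb of the end of a protein-coding gene, by group, for all peaks, peaks found again in at least 2 libraries of the group, peaks in regions of 1 library only, and summit positions shifted by 1 Mb. Points are libraries and lines are group means; for all peaks the means are 34.7%, 29.5% and 25.1%, and peaks of 1 library only lie at 12.0% to 14.1%, close to the shifted positions.

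Because the study connects p65 to inflammatory, oxidative phosphorylation (OXPHOS) and glutathione genes, the share of each gene list with a peak at a gene end was compared between LPS+Skatole and LPS. It was 87.2% ± 5.09 (SD, n = 3) in LPS and 90.6% ± 1.92 (SD, n = 3) in LPS+Skatole libraries for the inflammatory list, a difference of 3.33 percentage points (exact permutation test, p = 0.7). For the OXPHOS list it was 93.0% ± 2.85 (SD, n = 3) and 95.1% ± 2.14 (SD, n = 3), a difference of 2.06 points (exact permutation test, p = 0.4). For the glutathione list it was 71.2% ± 1.13 (SD, n = 3) and 73.9% ± 4.93 (SD, n = 3), a difference of 2.61 points (exact permutation test, p = 0.6). The adjusted p-value over the 3 lists was 0.7 for each (exact permutation tests, Benjamini-Hochberg). All protein-coding genes together differed by 3.80 points. With equal list length the inflammatory difference was 0, the OXPHOS difference was -1.65 points and the glutathione difference was 0.654 points. Single libraries moved these differences. The inflammatory one was 0.556 points without LPS replicate 1 and 5.56 points without LPS replicate 3, the OXPHOS one was 3.70 points without LPS replicate 2 and 1.23 points without LPS replicate 1, and the glutathione one was 5.23 points without LPS+Skatole replicate 1 and 0.327 points without LPS+Skatole replicate 2. Thinning and the filter at 8 times the background each gave 5.88 points for the glutathione list. Lost regions lay within 3 kb of, or in, 216 of 18283 genes (1.18%), with 0 genes from any of the lists. At that rate few genes would be expected from lists of this size, so the 0 cannot decide whether lost regions favour or avoid them. Gained regions lay at 762 genes, with 2 of 59 inflammatory, 3 of 81 OXPHOS and 4 of 48 glutathione genes (Fisher's exact tests, adjusted p-values 1, 1 and 0.833). None of these 6 tests had an unadjusted p-value under 0.05, the smallest being 0.139.

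Of the 25 named genes, 18 had a peak in the gene or within 3 kb in all 9 libraries. None had a lost region for LPS+Skatole against LPS, and 2 had a gained region, Gclm and Nqo1. Lost regions lay at 1.18% of all genes with a peak, so their absence from 25 genes says little. At Il1b, on chromosome 2, the region chr2:129372845-129374239 was called in all 9 libraries, at a mean percentile of 69.8 in DMSO, 85.8 in LPS and 88.9 in LPS+Skatole lists. The number of peaks at this gene was 1 in each DMSO library, 3.33 ± 0.577 (SD, n = 3) in LPS and 2 in each LPS+Skatole library. The LPS and LPS+Skatole numbers did not overlap (exact permutation test, p = 0.1). This held for 5 of the 25 named genes, where chance gives at most 10% of genes, and fewer where peak numbers are tied. No gene passed adjustment over the 25 (exact permutation tests, smallest adjusted p = 0.5). The other 4 had more peaks in LPS+Skatole than in LPS libraries, with means of 4.67 and 3 at Nfkbia, 3.33 and 2 at Gstm1, 2 and 1 at Gstt3, and 1.67 and 0 at Nqo1. A number of peaks also rises where 1 region is called as several peaks. Nfkbia had 2 regions, both called in all 9 libraries, so its higher number does not show binding at added regions. At Gstp1, the region chr19:4036789-4038594 was called in 1 DMSO, 3 LPS and 3 LPS+Skatole libraries, at mean percentiles of 25.9, 66.5 and 73.9. The lists do not show whether reads at this gene also match similar members of its family. At Ndufa3, chr7:3616327-3618404 was called in all 9 libraries at mean percentiles of 90.0, 93.3 and 94.8, and chr7:3620959-3621380 was called in 2 LPS libraries only. The lists differed in length between groups. The percentiles at Il1b, Gstp1 and Ndufa3 alone therefore do not show whether a region stood higher, counted from the top, in LPS+Skatole than in LPS lists. At chr2:129372845-129374239 the highest summit counts were 56, 49 and 77 in the LPS and 68, 57 and 114 in the LPS+Skatole libraries. In the same order they were 18, 35 and 42 against 26, 45 and 37 at chr19:4036789-4038594. At chr7:3616327-3618404 they were 66, 56 and 92 against 109, 90 and 67. The counts overlapped between these groups at each region. The numbers of peaks at Gstp1 and Ndufa3 did not differ between LPS and LPS+Skatole (exact permutation tests, p = 1 each). Ccl5 had a peak in 0 DMSO, 3 LPS and 3 LPS+Skatole libraries, and Il6 in 1, 3 and 3. Equal list length, thinning and the filter at 8 times the background each made the Il6 difference between LPS+Skatole and LPS 1 library. The Cox6a1 difference, 0 with all peaks, became -1 with equal list length and 1 with thinning. Equal list length made the Ndufv1 difference -1, and the filter made the Gstp1 difference 1. Nqo1 had a peak in 2 DMSO, 0 LPS and 3 LPS+Skatole libraries, the last at chr8:107403174-107403786. That region had a peak in 0 DMSO libraries. The DMSO peaks lay in other regions, chr8:107385267-107385999 and chr8:107386335-107386751, each called in 1 DMSO library. After thinning to an equal background, the Nqo1 difference between LPS+Skatole and LPS was 2 libraries. Cox6c and Atp5k had a peak in 3 LPS and 2 LPS+Skatole libraries, a difference of 1 library that 3 replicates cannot distinguish from chance. Thinning made the Atp5k difference -2 libraries, and equal list length and the filter at 8 times the background made the Cox6c difference 0.

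**Figure D4:**
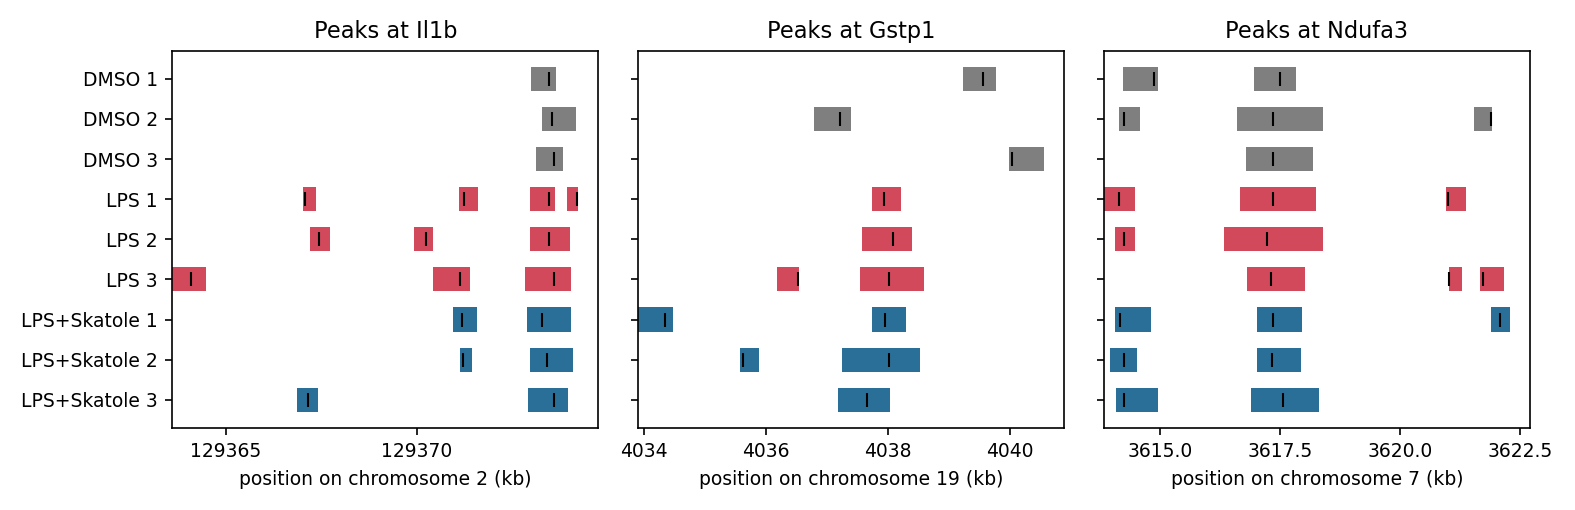
Deposited peaks (bars) and their summits (black ticks) in each library within 3 kb of Il1b, Gstp1 and Ndufa3, against position in kb on chromosomes 2, 19 and 7. The region at chr2:129372845-129374239 has a peak in all 9 libraries, and the region at chr2:129370440-129371603 has a peak in 2 LPS and 2 LPS+Skatole libraries.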

Values the study reported

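The study reported 908 p65 peaks that were up-regulated and 1,521 that were down-regulated in skatole-treated cells relative to the LPS group.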

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

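The test in this part was chosen after the result was seen. Outside chromosomes 1 to 19, X and Y the 9 lists held 424 peaks, on 21 unplaced or unlocalized sequences, which the comparisons in the report leave out and only the alternative on all sequences includes. They are given here because they are a signal outside the main measurement. The peak number ratios with them were 1.45, 1.34 and 1.94, as without them. They made up 0.0718% ± 0.0114 of rows in DMSO, 0.0773% ± 0.00617 in LPS and 0.0843% ± 0.00285 in LPS+Skatole libraries (SD, n = 3), and the shares did not differ beyond the spread between libraries (joint exact permutation test, p = 0.193). Their number thus went with the length of the lists. No biological explanation was tested. No Blank list was used here, so whether these peaks appear without antibody was not examined.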

How the results depend on the processing

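Thinning, the filter at 8 times the background, the filter on peaks found again, the 50% cover of regions and the lists of equal length for the left-out LPS libraries were chosen after the data were seen; the other settings were fixed before the data were examined. Of 175 values of the main results under an alternative, 140 kept their direction, with joint tests still under 0.05, or stayed within 1.5 times the original count, 34 moved and 1 reversed. The peak number ratios kept their direction in every alternative run for them. Their p-values cannot fall under 0.05 in this design and say nothing about stability. The joint tests of peak number, gene-end share and similarity of libraries stayed under 0.05 in the alternatives run for them. The Jaccard difference ranged from 0.0327 to 0.0434 over the 9 fits that each left out a library.

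Counts of lost and gained regions depended on the rule. With equal list length, LPS against DMSO gave 239 lost and 1399 gained regions, and LPS+Skatole against LPS gave 561 gained, with 62.2% of changed regions gained in place of 81.9%. For LPS against DMSO, 85.4% of changed regions were gained there in place of 96.0%. Thinning gave 174 lost and 1443 gained regions for LPS against DMSO. The filter at 8 times the background gave 174 lost regions for LPS+Skatole against LPS. Regions built from summits gave 213 lost regions for LPS against DMSO and 433 for LPS+Skatole against LPS. Accepting at least 2 of 3 libraries gave 1180 lost and 8647 gained for LPS against DMSO, and 2859 lost and 7641 gained for LPS+Skatole against LPS. More regions were gained than lost in each of these settings. The wider counts follow from the weaker rule, and the cause of the other shifts was not tested.

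Leaving out each replicate also weakens the rule, since a region then needs 2 of 2 libraries in that group. Across these fits, regions lost ranged from 170 to 553 and gained from 3037 to 4592 for LPS against DMSO, and lost ranged from 536 to 1204 and gained from 1836 to 3412 for LPS+Skatole against LPS. The excess of gained over lost regions held in each of them. Of the 35 named genes and regions, 4 changed by 1 library with equal list length, 4 with thinning and 3 with the filter at 8 times the background, and none reversed in these settings.

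With equal list length, the difference between LPS+Skatole and LPS was 0 for the inflammatory list and -1.65 percentage points for the OXPHOS list, which reversed, against -0.801 points for all protein-coding genes. Leaving out a library moved the inflammatory difference between 0.556 and 5.56 points, the OXPHOS difference between 1.23 and 3.70 points and the glutathione difference between 0.327 and 5.23 points, with the direction kept. No list difference reached 0.05 in any setting, which 3 libraries against 3 do not allow.

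With the replicate number as a block, the joint p-value of peak number was 0.0278, the smallest this permutation can give, and the paired ratios were 1.45, 1.34 and 1.95 with p = 0.25 each (exact sign-flip permutation tests, n = 3, the smallest possible). Deviations of same-numbered libraries from their group means correlated at -0.00885 to 0.00972 across regions, so the numbers do not pair the samples. The block changed no call.

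A peak lies wholly inside its merged region, so the planned overlap of 50% of the peak or region leaves the counts as they were; the 50% cover of regions was added for that reason. The κB motif results and their alternatives were not run. The depth of the DMSO libraries limits the comparisons with DMSO, since sites under 6.44 times the background could not be called there.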

Other observations

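The tests in this part were chosen after the result was seen, except the lists of equal length for regions and gene-end shares, which were planned, and those on left-out LPS libraries with full lists, on the rate of the Nqo1 pattern among all genes, and on the divisions of all 9 libraries. The counts over the splits of 6 libraries had been planned before the data were examined, but what each outcome would mean was written after they were seen.

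The number of regions lost in LPS+Skatole against LPS was 263 here. That is lower than the number of down-regulated peaks quoted from the study above. With at least 2 of 3 libraries accepted, 2859 regions were lost. That is higher than the number quoted, so the direction depends on the rule. More regions were gained than lost here under each setting run, which is the opposite balance to that quoted. The measures differ, since presence or absence of a called peak was counted here and not a change in signal.

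More peaks were called in LPS than in DMSO libraries. Lower depth of the DMSO libraries could account for a part of this, since thinning took the ratio from 1.45 to 1.12. It could not account for all of it, since the thinned numbers did not overlap. Thinning drew on the count at the summit found at full depth, while a shallow library is called at its own highest position. The thinned LPS numbers may thus be too low, so how large the part is was not settled. What raised the remainder, LPS or a difference in library quality, stays open.

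More peaks were called in LPS+Skatole than in LPS libraries, which goes against a loss of binding as the only change. The tables argue against a difference in depth, since the backgrounds overlapped and the ratio was 1.31 after thinning. Of the 19901 extra peaks per library, 67.2% lay in regions called in 1 library only, yet peaks found again in the group were also more numerous, by 1.19 times without overlap, so unshared peaks are not the whole cause. A higher yield of the assay with the ranking of sites unchanged was taken to leave lists of equal length no more different than other splits of the libraries. Between them 561 regions were gained, above the 290 of the highest other split. That prediction was not simulated, and a higher yield could change how reliably weak sites enter the lists. It is therefore not excluded. A change in background cutting by the transposase or in chromatin opening, and an effect of skatole on p65, stay open as untested explanations. The labels give no batch, so a batch that follows the groups would go unseen.

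Tall peaks called in 1 library only occurred in every group and were most numerous in the LPS+Skatole libraries. Single-library peaks with a summit count of at least 30 numbered 43, 104 and 81 in the DMSO libraries, 276, 334 and 592 in the LPS libraries, and 1780, 1579 and 1957 in the LPS+Skatole libraries. Random sampling of fragments at sites alike in the 3 libraries would give at most 4.82 of them over the LPS+Skatole libraries, at the rate most favourable to it, while 1635 were seen at the genome background alone. The LPS libraries had 267 of these against at most 4.82 and the DMSO libraries 14 against at most 0.309, so sampling falls short in each group. Repeated copies of few fragments, kept as reads, are a candidate explanation. In the LPS+Skatole libraries the median width of tall single-library peaks averaged 446 bp, against 916 bp for peaks of like height found in all libraries. The widths were 432 against 992 bp in the LPS and 399 against 982 bp in the DMSO libraries. Real narrow sites would also be narrow, however, and only reads could tell them apart.

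The gene-end share was lower in LPS+Skatole than in LPS libraries. Longer lists that reach weaker peaks may account for much of this, but with equal list length the difference was still -1.48 percentage points without overlap, and among peaks found again it was -3.38 points without overlap. Neither list length nor unshared peaks is therefore the whole cause, and an effect of skatole stays open as untested.

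Regions gained in LPS were called in all 3 LPS+Skatole libraries in 54.9% of cases, while LPS regions of matched percentile that also had a DMSO peak gave 75.4%. Read alone, this could pass for a reversal of LPS-added binding by skatole. Selection of the regions on the LPS libraries is a candidate explanation. An LPS library left out of the selection called them less often than the LPS+Skatole libraries did, with a difference of -7.30 percentage points on average over 3 selections, but against longer lists. In lists of equal length the difference was -0.214 points on average, between -0.905 and 0.221 over the selections, and the left-out library stayed at or under the highest LPS+Skatole library in each. Equal length also removes any change in the number of peaks, so a reversal offset by more peaks overall was not excluded.

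Nqo1, an antioxidant gene, had a peak in 0 LPS and 3 LPS+Skatole libraries. Across the 18283 genes with any peak, 149 (0.815%) had this pattern and 14 (0.0766%) had the opposite one. Chance among the named genes could not be excluded, since 0.204 of the 25 named genes would show the pattern at that rate. Of the 149 genes, 33 also had a peak in at least 2 DMSO libraries, as Nqo1 had. At that lower rate 0.0451 of the named genes would show the pattern, which does not exclude chance for a single gene either. The DMSO peaks at Nqo1 lay in other regions than the region called in 3 LPS+Skatole libraries. No single region there was thus called in DMSO, absent in LPS and called again in all 3 LPS+Skatole libraries.

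For regions lost and gained, 1 of the 10 splits of the 6 libraries, the real one, gave as many regions in each of the 3 pairs of groups (chance cannot go below 1 of 10 in this design). Regions called in all libraries of a group and in no other library numbered 985, of which 803 belonged to LPS+Skatole, 161 to LPS and 21 to DMSO. This was the highest count among 100 divisions of the 9 libraries, so 1 of 100 gave as many; the others gave 173 to 877.

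The strongest peak was the same in all 9 lists, at chr1:24611544-24616182 in DMSO replicate 1. Its summit count was 152913 ± 3134 times the genome background in DMSO, 73513 ± 1153 times in LPS and 89794 ± 577 times in LPS+Skatole libraries (SD, n = 3). The summit counts themselves were 195796 ± 22871 in DMSO, 168157 ± 1830 in LPS and 209396 ± 7199 in LPS+Skatole libraries (SD, n = 3), so the order of the groups depends on the division by the background, which was lowest in DMSO. Its start was the same in the 3 libraries of each group and differed between groups, at 24611544, 24611586 and 24611576. Whether this locus stands for high-copy or mitochondrial-like DNA, in which case its count would be no measure of p65 binding, was not tested.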
